A study of Mus musculus with 11 samples. Its data were reported in "Acute deletion of TET enzymes results in aneuploidy in mouse embryonic stem cells through decreased expression of Khdc3" (2022).

How the data were processed

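Low-coverage whole-genome sequencing had been done on bulk DNA of mouse embryonic stem cells (mESC), and 11 libraries in 7 groups were analysed. Ctrl cells carry a tamoxifen-activated Cre recombinase and a Cre-dependent green fluorescent reporter. Tet iTKO cells carry in addition floxed alleles of Tet1, Tet2 and Tet3, so that tamoxifen deletes all these genes. Dnmt TKO cells lack Dnmt1, Dnmt3a and Dnmt3b constitutively. Groups were taken from the sample labels alone.

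The authors trimmed single-end reads, mapped them to the mouse genome mm10 with BWA-mem and removed optical duplicates with Picard MarkDuplicates. The deposited files hold, for each of 52958 bins of about 50 kb, the mean read coverage (depth), which is a signal that was not scaled to the library and not corrected for GC content or mappability. A column of log2 values was also deposited by the authors, and it equalled the log2 of the deposited depth to within 4.05e-05 in bins with reads. The deposited values therefore precede the GC and mappability correction that the study describes for its copy number analysis. Depth times bin length gave whole numbers of bases. In 95.1% of the 3200 bin values with under 400 bases, the base sum was a multiple of 50, and read numbers below are base sums divided by 50. Bin coordinates were checked against the GRCm38 reference, which is the mm10 assembly, and gene positions came from the GENCODE M21 annotation of that assembly.

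Bins were summed into windows of 500 kb as depth times length. Windows with under 250 kb of bins were left out, and so were windows whose mean relative depth over all libraries lay outside 0.5 to 1.5. The latter filter removed 28 of 4809 autosomal windows and left 4781. Depth was divided by the median of the library, converted to log2 and corrected for GC content with a lowess curve per library (span 0.3, 3 iterations, statsmodels 0.14.6). The correction had been planned for the case that a genome of the matching build was given. The log2 ratio of a library was taken against the window-wise median of the 5 Ctrl libraries, or of the other 4 for a Ctrl library, and centred on its median. Where the Ctrl libraries differ among themselves, as between stages, the reference differs between them and this ratio overstates the gap. The named windows are therefore given by stage as log2 relative depth, which has no reference, and the targeted genes were also compared that way. Both were added after seeing the data. An autosome was summarised by the median over its windows and called at 0.1 or beyond in either direction. A segment was 3 or more consecutive windows all at or above 0.25, or all at or below -0.25. The number of segments that noise independent between windows gives was taken from 1000 random orders of the windows of each library. Random orders break up any bias that neighbouring windows share, so segments from such a bias are not counted.

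The long-term groups, with 3 libraries each, were the replicated comparison. Single windows were tested with limma 3.58.1 (R 4.3.3; lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment) on the log2 relative depth, without reference libraries. Autosomes, the spread over autosomes and targeted genes were tested with exact two-sided permutation tests, for which 3 libraries against 3 cannot give a p-value below 0.1. Groups with 1 library were described without a test. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

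Tests, thresholds, alternatives and the rule for naming regions were fixed before the data were examined, but after the study's published copy number plots had been seen. The rule named the 10 segments with the largest absolute mean log2 ratio where more than 10 were called, every called autosome, autosomes 8 and 11 in any case, and 5 windows: those with the largest absolute difference among windows that passed the threshold and whose 3 Tet iTKO values lay on one side of the 3 Ctrl values. It also named Tet1, Tet2, Tet3, Dnmt1, Dnmt3a, Dnmt3b, Khdc3 and Ooep. Alternatives covered window size, filter, GC and depth trends, reference, summary of an autosome, thresholds, segmentation, the limma settings, a replicate block and leaving out each long-term library.

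The steps were tested on simulated reads drawn with counting noise alone from the mean Ctrl profile. Of 200 changed windows among 4782, 100% were recovered at log2 changes of 0.15 to 0.4, none of them with the wrong sign, and 17 unchanged windows were also called. With no change simulated, 1 of 4782 windows was called. A simulated autosome shift of 0.070 was returned as 0.069. Real libraries of one group differed by more than counting noise, so none of these libraries were counted as one. The chi-square per degree of freedom lay between 1.12 and 2.33 for the 6 pairs of long-term libraries. It was taken over all 4809 autosomal windows, before the depth filter and GC correction. The highest values, 2.26 and 2.33, were those of the pairs with Tet iTKO replicate 2, which carries the segments described below.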

Results

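Low-coverage sequencing of bulk mESC was used to ask whether loss of TET enzymes changes chromosome copy number. TET enzymes oxidise 5-methylcytosine, and DNMT enzymes place it. The cells had been grown in 2i medium on feeder cells and sorted before DNA extraction. Ctrl and Tet iTKO cells were each sequenced before treatment (1 library per genotype), after acute treatment (1 library per genotype) and as long-term monoclonal populations (3 libraries per genotype). Acute treatment was 1 µM tamoxifen for 2.5 days followed by 4 days of culture, and long-term populations had been kept for 30 days. Dnmt TKO cells gave 1 library. Groups with 1 library have no replicate error.

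The libraries held between 555 and 812 megabases of mapped sequence, and the median autosomal depth ranged from 0.215 to 0.315. At 50 bases per read, a 500 kb window held 2159 to 3162 reads. The noise of the log2 ratio of a window was 0.035 ± 0.0020 (SD, n = 10) in the Ctrl and Tet iTKO libraries and 0.046 in the Dnmt TKO library.

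The targeted genes were examined first. Deposited bins are larger than the deleted exons, so a deletion of exons need not be visible. Tet1 (chromosome 10, 62804570 to 62908996, minus strand) was covered by 4 bins, Tet2 (chromosome 3, 133463679 to 133545139, minus strand) by 2 bins and Tet3 (chromosome 6, 83362373 to 83459084, minus strand) by 3 bins. The log2 ratio over Tet1 was -0.032 ± 0.046 (SD, n = 3) in long-term Tet iTKO and 0.010 ± 0.035 (SD, n = 3) in long-term Ctrl. The difference was -0.042 (exact permutation test, two-sided, p = 0.3). The differences were 0.038 for Tet2 (exact permutation p = 0.7) and 0.13 for Tet3 (exact permutation p = 0.1, the smallest value possible). After Benjamini-Hochberg adjustment over the 8 genes examined, the smallest adjusted p-value was 0.8. Taking the bin with the largest overlap alone changed the sign for Tet1, to 0.020, and for Tet2, to -0.11. As log2 relative depth without a reference, an alternative chosen after seeing the data, the Tet3 difference was 0.071 (exact permutation p = 0.1). In Dnmt TKO, the log2 ratio was -0.17 over Dnmt1 (chromosome 9, 20907209 to 20959888), 0.069 over Dnmt3a (chromosome 12, 3806007 to 3914443) and -0.11 over Dnmt3b (chromosome 2, 153649450 to 153687730), against a noise in that library of 0.098 for 2 adjacent bins, as for Dnmt1 and Dnmt3b, and of 0.085 for 3, as for Dnmt3a. Of the genes of the subcortical maternal complex that the study follows, Khdc3 (chromosome 9, 73101836 to 73104438) and Ooep (chromosome 9, 78376109 to 78378725) differed between the long-term groups by -0.028 (exact permutation p = 0.6) and -0.032 (exact permutation p = 0.5). The knockouts were not checked, since the bins exceed the deleted exons.

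No autosome passed the threshold of 0.1 in any of the 10 Ctrl and Tet iTKO libraries, nor did any at the alternative threshold of 0.05. The 190 autosome values of these libraries ranged from -0.016 to 0.023. The pooled SD of the autosome ratio in the Ctrl libraries was 0.0042, and 3 SD equal a depth change of 0.886%, which a one-copy change in 1.77% of diploid cells would give. The calling threshold itself corresponds to a one-copy gain in 14.4% of cells. With the depth change per copy that the single X gives, 43.0%, these shares were 2.06% and 16.7% of cells. In bulk DNA, a change carried by few cells is diluted, and a gain and a loss of the same chromosome in different cells cancel. These limits therefore hold for the net change of an autosome over all cells. Beyond 3 SD lay 5 of the 190 values, 3 of them in Ctrl libraries. The highest was chromosome 8 in long-term Tet iTKO replicate 1, at 0.023.

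**Figure D1:**
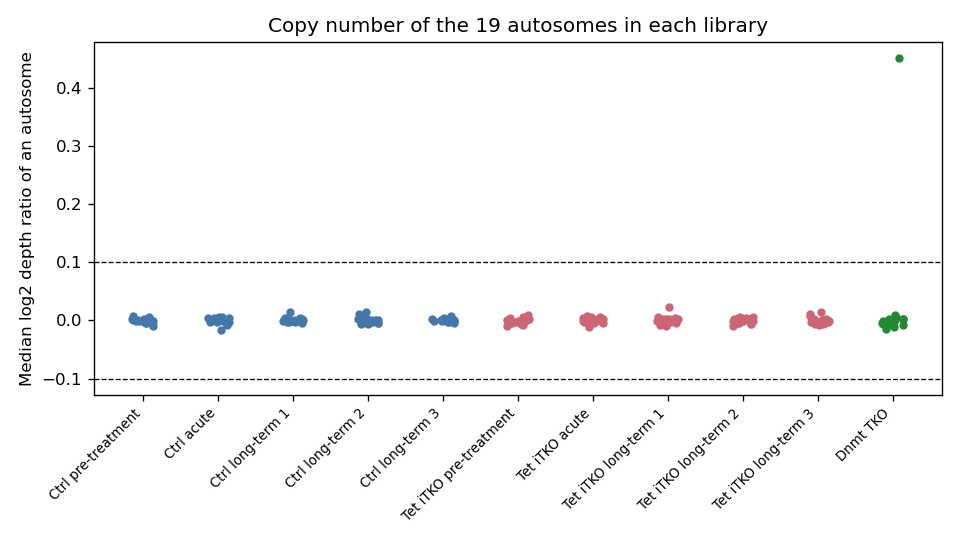
Each point is the median log2 depth ratio of one autosome (vertical axis, log2 scale) in one library (horizontal axis), and dashed lines mark the calling threshold of 0.1 in both directions. The point beyond the lines is chromosome 8 of the Dnmt TKO library, at 0.45.

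Acute treatment was compared with the pre-treatment library of each genotype. Over the 19 autosomes, the difference had an SD of 0.0056 in Ctrl and 0.0059 in Tet iTKO. The SD of the same difference between pairs of long-term Ctrl libraries was 0.0059. The largest difference was 0.011 in Ctrl, on chromosome 13, and 0.014 in Tet iTKO, on chromosome 11. The largest between long-term Ctrl libraries was 0.013, so that of Tet iTKO was slightly above it. With 1 library per stage, this was not tested. The SD changed most in Tet iTKO with windows of 1 Mb, to 0.011.

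Long-term Tet iTKO was compared with long-term Ctrl to ask whether the copy number of an autosome had changed. The adjusted p-value was under 0.05 for 0 of 19 autosomes (exact permutation test), as was the unadjusted one, since 3 against 3 libraries cannot reach it. The smallest adjusted p-value was 0.38, and 5 autosomes had the smallest possible p-value of 0.1. The largest difference was -0.010, on chromosome 19, and it was -0.0047 without Ctrl replicate 2 and -0.0054 with one reference of all 11 libraries. Chromosome 8 was at 0.0047 ± 0.017 (SD, n = 3) in Tet iTKO and -0.0010 ± 0.0038 (SD, n = 3) in Ctrl (exact permutation p = 0.8), and without Tet iTKO replicate 1 the difference became -0.0034. Chromosome 11 was at -0.0031 ± 0.0054 (SD, n = 3) and -0.00083 ± 0.0031 (SD, n = 3) (exact permutation p = 0.7). Its difference changed sign without GC correction, to 0.0027, and without Tet iTKO replicate 1, to 0.00053. The SD over the 19 autosomes within a library was 0.0057 ± 0.0013 (SD, n = 3) in Tet iTKO and 0.0040 ± 0.0013 (SD, n = 3) in Ctrl, a difference of 0.0017 (exact permutation p = 0.2). With the autosome mean in place of the median, the difference was 0.0034 (exact permutation p = 0.1, the smallest value possible).

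Segments were called in each library on its own. The 5 Ctrl libraries had 0 segments, the 5 Tet iTKO libraries had 2 and the Dnmt TKO library had 12. Random orders of the windows gave on average at most 0.002 segments per Ctrl or Tet iTKO library and 0.328 for Dnmt TKO. Windows of 100 kb moved these numbers most, to 8, 24 and 54. At 100 kb, most segments of Ctrl and Tet iTKO recurred at the same places in several libraries, some of them before treatment.

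Both Tet iTKO segments were in long-term replicate 2. The first was a loss on chromosome 1 from 23016396 to 32014521 (mm10), with 17 windows and a mean log2 ratio of -0.80, a depth ratio of 0.573. The 5 Ctrl libraries were at -0.0011 ± 0.010 (SD, n = 5) there. In single bins, the loss was placed between 23066386 and 31864552. The called interval overlaps 19 protein-coding genes, among them Ogfrl1 and B3gat2. The second, a gain on chromosome 8 from 95996237 to 97996535 with 4 windows, fell outside the naming rule and was named after its values were seen. Its mean log2 ratio was 0.48, against 0.0047 ± 0.033 (SD, n = 5) in Ctrl, and no protein-coding gene of the annotation overlaps these windows. Single bins placed the gain between 95796207 and 97796505. Genes between that start and the start of the called windows were not counted. With windows of 1 Mb, 1 segment was left in the Tet iTKO libraries, the loss on chromosome 1.

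**Figure D2:**
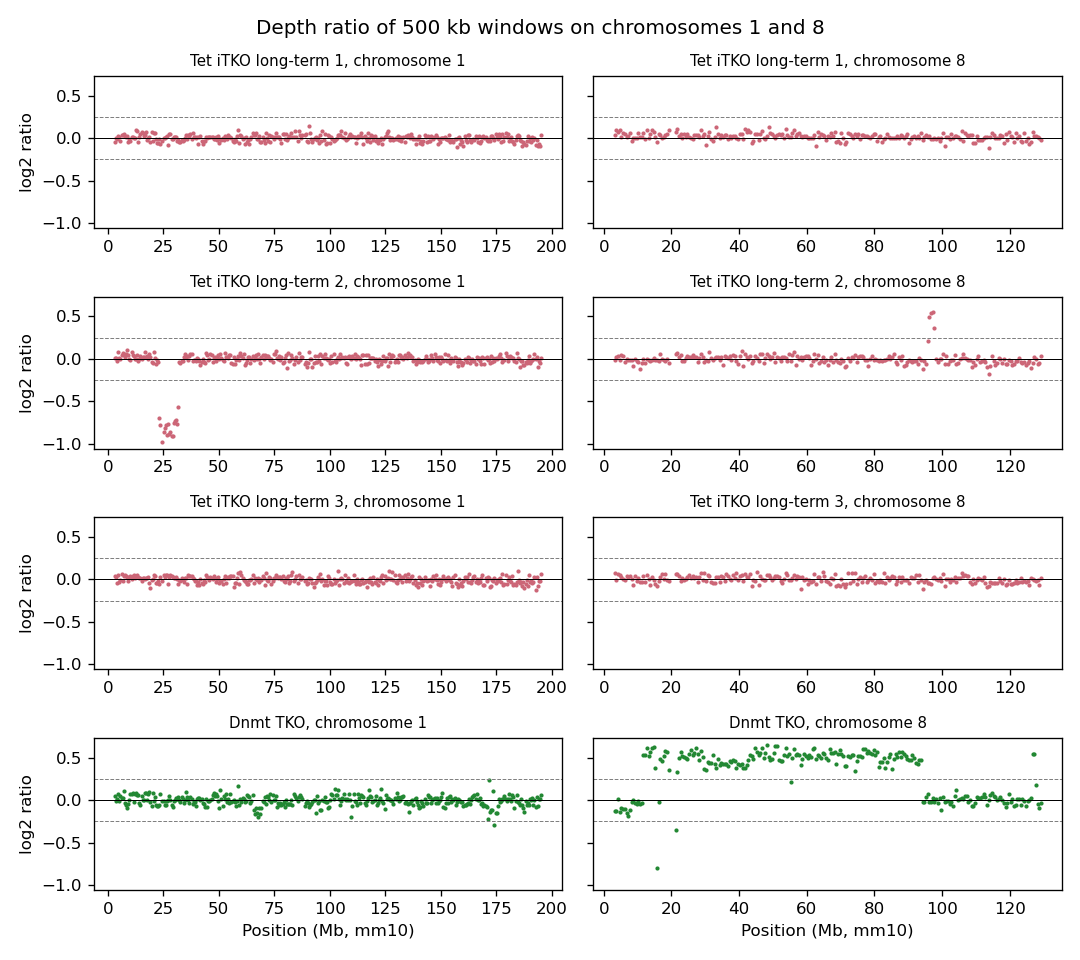
Points are log2 depth ratios of 500 kb windows (vertical axis) against position in Mb on mm10 (horizontal axis) for the 3 long-term Tet iTKO libraries and the Dnmt TKO library, with dashed lines at 0.25 and -0.25. Replicate 2 shows the loss on chromosome 1 at -0.80 and the gain on chromosome 8 at 0.48.

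Dnmt TKO was set against the long-term Ctrl libraries. Chromosome 8 was its 1 called autosome, at 0.45 against -0.0010 ± 0.0038 (SD, n = 3), and the other 18 autosomes lay between -0.015 and 0.0089. Chromosome 11 was within that range. The gain did not cover the whole of chromosome 8, and as the mean over its windows the difference fell to 0.31. It covered 11551592 to 93945930, where 156 of 160 windows were at or above 0.25 and the median log2 ratio was 0.51. The telomeric side was at 0.0055 (71 windows) and the centromeric side at -0.092 (17 windows). Of the 12 segments, 4 lay on chromosome 8 and made up this stretch at the borders of windows, whereas the stretch itself was placed in single bins. The named ones among them start at 11501583, 16502514 and 55495687, with means of 0.55, 0.49 and 0.51.

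The other 8 segments of Dnmt TKO were 4 gains and 4 losses of at most 5.01 Mb. Of the 199 named protein-coding genes in them, 60.3% had a family member of the same name stem in the same segment, against a median of 22.7% in random segments of the same lengths. The losses were on chromosome 4 from 111976189 to 113976180 (-1.15), on chromosome 5 from 93488686 to 95986774 (-1.08), and on chromosome 7 from 20022208 to 23521128 (-0.97) and from 31475976 to 33477194 (-0.84). The named gains were on chromosome 14 from 3000001 to 8006007 (0.92) and on chromosome 17 from 24502297 to 26001976 (0.52). Values in parentheses are mean log2 ratios.

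Single windows were then compared between long-term Tet iTKO and long-term Ctrl. Of 4781 windows, 15 had a limma adjusted p-value under 0.05, 4 higher and 11 lower in Tet iTKO. An unadjusted p-value under 0.05 was found for 532 windows, where chance gives 239. The groups did not overlap in 15.6% of windows, where chance gives 10%. The count moved most with windows of 100 kb, to 33. Leaving out Tet iTKO replicate 2, the library with the segments, gave 23, and leaving out Ctrl replicate 1 gave 9. In all 15 called windows, the 3 Tet iTKO values lay on one side of the 3 Ctrl values. The called windows lay in 11 separate stretches, with a median absolute difference of 0.16.

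The named windows were all lower in long-term Tet iTKO than in long-term Ctrl. On chromosome 13, the window from 66004494 to 66504363 differed by -0.38 ± 0.022 (SE; limma adjusted p = 1.81e-09) and that from 65504624 to 66004493 by -0.27 ± 0.025 (SE; limma adjusted p = 1.15e-06). On chromosome 14, the window from 26001732 to 26496423, which overlaps Duxbl2, Duxbl3 and Slmap, differed by -0.36 ± 0.022 (SE; limma adjusted p = 1.81e-09) and that from 25507039 to 26001731, which overlaps Zmiz1 and Duxbl1, by -0.20 ± 0.022 (SE; limma adjusted p = 3.58e-05). On chromosome 19, the window from 9014340 to 9514504, which overlaps Ahnak, Scgb1a1 and Asrgl1, differed by -0.27 ± 0.023 (SE; limma adjusted p = 5.70e-07). The pre-treatment libraries, Tet iTKO minus Ctrl, differed by 0.053 and 0.046 in the chromosome 13 windows, by 0.19 and 0.062 in the chromosome 14 windows and by -0.28 in the chromosome 19 window. In both chromosome 14 windows, Ctrl itself differed between stages. In the window starting at 26001732, the log2 relative depth of Ctrl was -0.28 before treatment, -0.19 after acute treatment and between 0.30 and 0.32 in the long-term libraries. That of Tet iTKO was -0.083 before treatment, -0.090 after acute treatment and between -0.068 and -0.034 in the long-term libraries. In the window starting at 25507039, Ctrl was at -0.15 before treatment, at -0.17 after acute treatment and between 0.12 and 0.13 in the long-term libraries. Tet iTKO was at -0.092, at 0.0074 and between -0.10 and -0.049 there. In the chromosome 19 window, Tet iTKO was at -0.19 before treatment and between -0.17 and -0.097 in the long-term libraries.

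**Figure D3:**
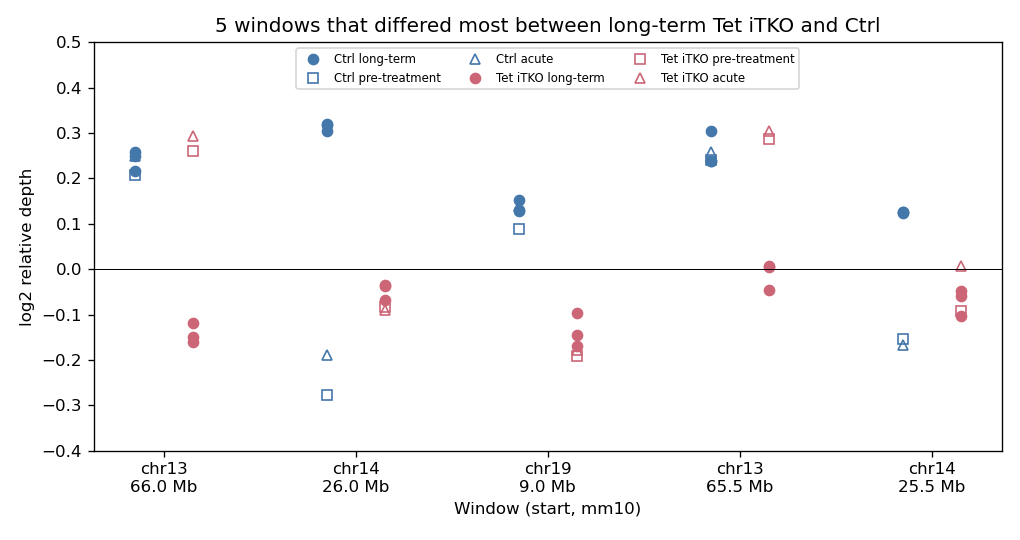
Points are log2 relative depths, without a reference (vertical axis), of the 10 Ctrl and Tet iTKO libraries in the 5 named windows (horizontal axis). Filled circles are long-term libraries, squares pre-treatment and triangles acute libraries. In the chromosome 19 window all 5 Tet iTKO libraries lie below the Ctrl libraries, and in the chromosome 13 windows the 3 long-term ones do.

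X and Y depth were measured in each library. X depth relative to autosomes lay between 0.562 and 0.596 in the 11 libraries. Y depth was 0.473 ± 0.0027 (SD, n = 3) in long-term Ctrl, 0.560 ± 0.0023 (SD, n = 3) in long-term Tet iTKO and 0.464 in Dnmt TKO. In the 4 pre-treatment and acute libraries it was between 0.0388 and 0.0496. The ranges of the long-term and of the earlier libraries do not overlap. In both genotypes, the stage of the culture and the Y depth therefore cannot be separated.

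**Figure D4:**
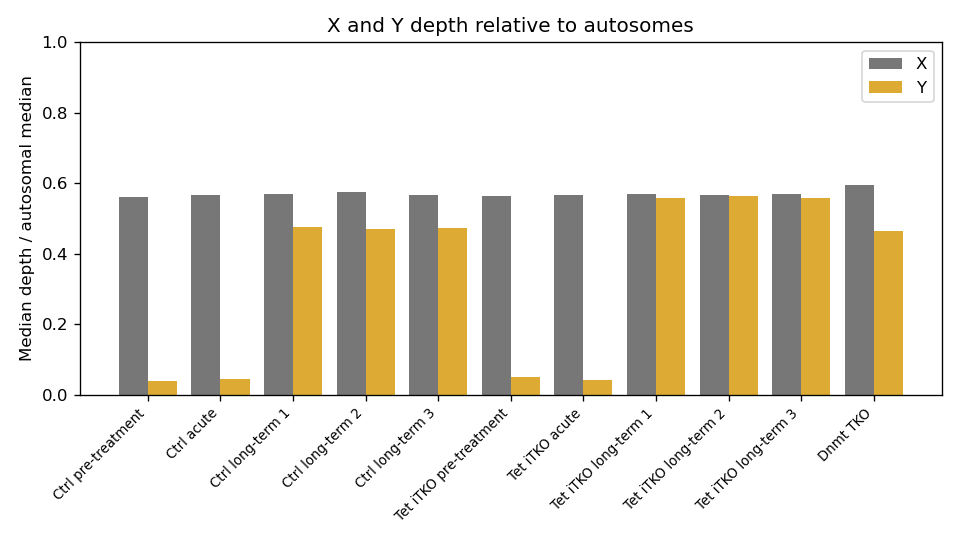
Bars give the median depth of X and of Y windows divided by the autosomal median (vertical axis) for each library (horizontal axis). Y bars stay at or below 0.0496 in the 4 pre-treatment and acute libraries, while X bars lie between 0.562 and 0.596 in all 11.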

Values the study reported

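The study reported that low-coverage sequencing of bulk populations found no aneuploidy in Ctrl or Tet iTKO cells after acute (6.5 day) exposure to tamoxifen. It proposed that random changes in single cells may be hidden in bulk DNA. Its metaphase spreads of single cells did show more aneuploidy in Tet iTKO than in Ctrl, after acute treatment and in long-term clones. Aneuploidies were also reported for its Dnmt TKO line. For sequencing, the study mapped reads of at least 70 bp, and copy number was analysed in bins of 500 kb. Recombination was stated for over 90% of the cells.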

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

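The tests in this part were chosen after the differences had been seen, but before the values that the tests measure were. The limits of 0.25 and of 2 times the noise that selected these windows were also set after the data had been seen. The windows are among those that the depth filter left out of the comparisons, except in the alternative with no filter on relative depth, and they had more depth in long-term Tet iTKO than in the Ctrl libraries. Of 28 left-out windows, 4 were higher in all 3 long-term Tet iTKO libraries than in all 5 Ctrl libraries, where chance gives 0.5, and 0 were lower. In 2 of them, both on chromosome 5, the long-term difference was at least 0.25. It was 0.75 for the window starting at 14512088 and 1.08 for the one starting at 15507606. Relative depth in the latter was 2.82 ± 0.012 (SD, n = 3) in Tet iTKO and 1.33 ± 0.017 (SD, n = 3) in Ctrl. A few very deep repeat bins are one possible explanation. Of the 20 bins, 40% were at least 0.25 higher in long-term Tet iTKO, which lies between the shares set for and against it, so it stays open. A difference between the lines from before Tet deletion is another. The pre-treatment libraries differed in the same direction, by 0.34 and 0.45, and the smaller of both shares of the long-term difference was 41.7%, which also lies between the limits set and leaves it open. The pre-treatment Tet iTKO library was at 2.82 in the second window and the pre-treatment Ctrl library at 2.07, against 2.82 and 1.33 in the long-term groups. The pre-treatment and long-term Tet iTKO libraries were thus alike there, and the Ctrl libraries differed between stages. An effect of Tet deletion was not tested apart from a difference between the lines.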

How the results depend on the processing

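The count of windows that differed between the long-term groups was 15 and became 33 with windows of 100 kb and 31 with a variance trend and robust fit; leaving out one library gave 9 (Ctrl replicate 1) to 23 (Tet iTKO replicate 2). The share of called windows that were higher in Tet iTKO was 26.7%, and it was 38.9% with no filter on relative depth, 38.1% with windows of 1 Mb and 10% without Ctrl replicate 3. Tet iTKO and Ctrl libraries share replicate numbers, but deviations of same-numbered libraries were not correlated (0.022, 0.0021 and -0.0070), so the numbers do not pair them. With the replicate number as a block, 12 windows passed. All 5 named windows kept their sign and passed the threshold in each fit run on them. Windows of 1 Mb and 100 kb have other borders and gave no value for them.

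The 0 autosomes past the adjusted threshold and the 0 called autosomes in Ctrl and Tet iTKO stayed at 0 under all alternatives run, but the permutation test could not have passed the threshold. The difference in the spread over autosomes, 0.0017, was 0.0034 with the autosome mean (exact permutation p = 0.1, the smallest possible) and 0.0017 with windows of 100 kb (exact permutation p = 0.1). Leaving out one library gave 0.0011 (Tet iTKO replicate 1) to 0.0024 (Tet iTKO replicate 2), and no GC correction gave 0.0011. Leaving out one library gave -0.0034 to 0.013 for chromosome 8 and -0.0048 to 0.00053 for chromosome 11, with the sign reversed for both without Tet iTKO replicate 1. Chromosome 11 also reversed to 0.0027 without GC correction. For the targeted genes, the bin with the largest overlap reversed Tet1 to 0.020 and Tet2 to -0.11. Without a reference, an alternative chosen after seeing the data, Tet1 was at -0.045, Tet2 at 0.033 and Tet3 at 0.071 in place of 0.13. The cause of the reversals was not tested. At 215 to 315 reads per bin, the noise of the bins limits what can be seen at a gene.

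Segment counts in Ctrl, Tet iTKO and Dnmt TKO became 8, 24 and 54 with windows of 100 kb. Most of those in Ctrl and Tet iTKO recurred between libraries. A segment on chromosome 14 that ends at 26298546 was called in all Ctrl and Tet iTKO libraries. One on chromosome 19 from 9114373 to 9414471 was called in all Tet iTKO libraries, before treatment too. The counts at 100 kb are therefore not numbers of changes acquired in single clones. Windows of 1 Mb gave 1 in Tet iTKO and 6 in Dnmt TKO. Recursive splitting gave 2 in Ctrl and 26 in Dnmt TKO. Requiring 5 windows left 1 in Tet iTKO, since the gain on chromosome 8 has 4. A threshold of 0.15 gave 3 in Tet iTKO and 17 in Dnmt TKO. The segment added in Tet iTKO was a loss in long-term replicate 3, on chromosome 7 from 21520138 to 23020823 (mean log2 ratio -0.22). A threshold of 0.4 gave 19 in Dnmt TKO, as runs that cross it break up. The loss on chromosome 1 was called under each alternative for segments. Beyond the values given here, the cause of these changes was not tested.

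The SD of acute minus pre-treatment differences in Ctrl became 0.0039 with windows of 100 kb, 0.0066 without GC correction and 0.0037 with autosome means. In Tet iTKO it became 0.011 with windows of 1 Mb and 0.0096 without GC correction. The Dnmt TKO difference on chromosome 8, 0.45, became 0.433 with windows of 1 Mb, 0.432 with windows of 100 kb, 0.459 without GC correction and 0.31 with the autosome mean, which takes in the part of the chromosome that was not gained. The mean over windows gave an X depth of 0.564 over all libraries, and Y depths of 0.0557 in the pre-treatment and acute libraries, 0.554 in long-term Tet iTKO and 0.457 in Dnmt TKO. Deposited bins gave Y depths of 0.0317, 0.465 in long-term Ctrl, 0.554 in long-term Tet iTKO and 0.457 in Dnmt TKO. The cause was not tested. Another 15 values, all of them segment means or the share of windows higher in Tet iTKO, moved by more than their error, and no segment mean changed sign.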

Other observations

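Tests on the segments of long-term Tet iTKO replicate 2, on chromosome 8 of replicate 1, on X and Y, on the deepest bin and on the pre-treatment sign of windows were chosen after those results had been seen.

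The long-term clones had the Y depth of cells with a Y, and the sequenced pre-treatment and acute populations had almost none. A second X in the libraries without Y is argued against by their X depth, which differed by -0.918% from that of the Y-bearing Ctrl and Tet iTKO libraries. Loss of an X from a female line and loss of the Y from a male line both leave 1 X, and the mean X depth of 0.565 cannot tell them apart. A candidate explanation for the clones is that they come from other lines than the populations sequenced before them. Clones from a minority of cells that kept a Y are argued against, though not excluded. Y depth was at most 0.0496 in the earlier libraries, so such cells would have been few. Yet all 6 long-term Ctrl and Tet iTKO libraries had a Y depth of at least 0.47. In either case, acute and long-term libraries may differ in origin as well as in time.

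The pre-treatment Tet iTKO library had slightly more Y depth, 0.0496, than the other 3 libraries without Y. Reads from Y-bearing cells or libraries may add to it. The excess relative to Y-bearing depth was 1.98 times as large in the 90 Y windows with the lowest background as in the others. It is a single library, and the windows were divided by the libraries it is compared with, so the test leaves this open. No biological explanation was tested.

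For the 15 windows that differed between the long-term groups, 1 of the 10 splits of the 6 libraries, the real one, gave as many windows, and the other 9 gave 0. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded this way. The GC correction as the source of the windows is argued against, since 86.7% of them kept sign and threshold without it. A GC trend that the correction left in place would pass this test too, so the test does not address it. A difference between the lines present before Tet deletion stays open. The sign before treatment was the same in 33.3% of the windows, a share that by the limits set for this test would count against it. It was not taken that way, because the pre-treatment libraries almost lack the Y depth of the clones and need not show the state of the cells the clones came from. This judgement was made after the value had been seen. In the named windows on chromosomes 14 and 19, the pre-treatment Tet iTKO library was as low as the long-term ones. Its log2 relative depths were -0.083, -0.092 and -0.19. The acute Tet iTKO library was at -0.090, 0.0074 and -0.18, so it was higher in the chromosome 14 window starting at 25507039. In the chromosome 19 window, Tet iTKO minus Ctrl was -0.28 before treatment and -0.27 in the long-term groups. The difference there was thus present in a Tet iTKO library before deletion, with 1 library per genotype, though the clones may come from other cells. The pre-treatment and acute libraries need not show the state of the cells the clones came from. On chromosome 14, whether depth changed with deletion therefore stays open. On chromosome 14, the Ctrl libraries differed between stages by more than the Tet iTKO libraries did. In the chromosome 13 windows, which were low in the long-term Tet iTKO libraries alone, an effect of Tet deletion cannot be told apart from a difference between lines. Both windows also lay in a gained segment of the Dnmt TKO library, from 65504624 to 67004234 (mean log2 ratio 0.39). Depth at this stretch thus differed from Ctrl in another line too, though upwards and in a single library.

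In long-term Tet iTKO replicate 2, choice of reference or GC correction is argued against for both segments. Set against the other 2 long-term Tet iTKO libraries without GC correction, the smaller shift was 25.2 times the noise of its mean. A change fixed in the Tet line before deletion is argued against too, as the largest shift in the other 4 Tet libraries was 0.0478 of that in replicate 2. A mixed population in which a minority carries the changes is argued against, because the smaller shift was 0.921 of the shift that the single X gives. A hypothesis is that both changes arose once and were fixed in this clone. With 1 clone of 3, and none in 3 Ctrl clones, a link to Tet deletion was not tested.

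Chromosome 8 in long-term Tet iTKO replicate 1 stood at 0.023. The GC correction as its source is argued against, as the value without correction was 0.021. A GC trend that the correction left in place was not tested this way. That was 4.07 times the pooled SD of the Ctrl libraries, also taken without correction. A gain of part of the chromosome stays open. Divided at its middle, the chromosome had medians of 0.031 ± 0.0044 (SE) and 0.015 ± 0.0041 (SE), and the lower was 3.55 standard errors above 0. A gained stretch that crosses the middle would raise both, and the parts were unequal. A gain of the whole or part of chromosome 8 in a small part of the cells may fit, but 3 Ctrl autosomes also lay beyond 3 SD, so chance among 190 values is not excluded.

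The short segments of Dnmt TKO outside chromosome 8 may reflect copy number of clustered gene families that differs between mouse strains. In them, 60.3% of 199 named protein-coding genes had a family member of the same name stem in the same segment. The median was 22.7% in 1000 sets of random segments of the same lengths, among which the observed share ranked at percentile 99.1. The strain of the line was not tested, and an effect of DNMT loss stays open.

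The deepest bin, on chromosome 9 from 3000001 to 3050117, had a depth of 41.9 to 47.0 although library depth varied 1.46-fold. Its log2 depth rose with log2 library depth with a slope of 0.275, against a median of 1.02 for 38037 bins of ordinary depth. This is consistent with duplicate removal that caps the depth of repeats. Base sums in multiples of 50 are also shorter steps than the read length quoted from the study above. No biological explanation was tested.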
